A study of Homo sapiens with 3 samples. Its data were reported in "Human iPSC-based Modeling of Pulmonary Fibrosis Reveals p300/CBP Inhibition Suppresses Alveolar Transitional Cell State" (2026).

How the data were processed

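The data were 3 scATAC-seq libraries of alveolar epithelial cells grown from B2-3, a human iPSC line, taken at day 14, 1 library for each of the media DCIK+3i, DCI+LATS-IN-1 and PAL. The authors prepared nuclei with the DNBelab C Series single-cell ATAC kit, processed the reads with dnbc4tools and aligned them to hg38 with a GENCODE annotation, and they analysed the cells with Seurat and Signac. For each library the authors deposited a matrix of raw counts per peak and cell, whose header names the program PISA, together with a list of peak positions and a list of cell barcodes. The peak lists differ between libraries in number and position, so peaks were called per library. The authors kept the barcodes present in both their fragment and their matrix files. How duplicates were handled and how barcodes were first called as cells is not given in the sources used here. Expression data from the same study were not used here.

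The deposited counts were whole numbers with odd and even values both common, so they were used as counts of fragment ends or fragments without conversion. Every deposited barcode was used. A minimum of 1000 counts per cell was set before the data were examined and removed no cell, since the cell with the fewest counts had 6812, and the stricter minimum of 5000 removed none either. Doublets were not called by a program. One alternative left out the 5% of cells with the most counts in each library.

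Peaks of the 3 libraries on the autosomes and chromosome X were merged where they overlapped, and the counts of a library were summed over each merged region. For each of 19962 protein-coding genes of GENCODE version 44, counts were summed over regions that overlapped the gene body or the 2 kb upstream, and separately over regions that overlapped the 5-prime end plus or minus 1 kb, called the promoter window. A region can count for more than 1 gene. Peaks were called anew in each library, so a region without a peak holds no deposited count there, and a gene or region without any peak in 1 library was set to the level of the weakest 1% of called peaks of that library. Sums were divided by all counts in peaks of the library and scaled to a common total, as CPM. Genes with at least 100 counts in at least 1 library were kept, which left 18372. The log2 ratio of the CPM of 2 libraries has an exact conditional binomial interval, and the median of a list has an interval from 2000 Poisson draws of its counts. Shares have exact Clopper-Pearson intervals.

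Each group held 1 library, so no test was made between media and no p-value is given. To place a gene list, the percentile of its median among 10000 random lists of the same size, matched on mean CPM in 50 bins, was taken as a description of these libraries. Because the median log2 ratio of all genes was 0.10 for PAL against DCIK+3i, -0.21 for DCI+LATS-IN-1 against DCIK+3i and 0.30 for PAL against DCI+LATS-IN-1, and that of promoter windows 0.13, -0.32 and 0.46, the values of genes and lists were taken relative to the median gene, and promoter values relative to the median promoter. The medians of the study's marker lists are given on the CPM scale too, as they were planned.

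The 28 gene lists were fixed before the data were examined. They were the ATCS, AT2 and AT1 markers shown by the study, other markers of the same 3 states, p53 targets, AP-1 family genes, YAP and TEAD targets, Wnt targets, Notch targets, matrix and TGF-β genes, glucocorticoid targets, cAMP targets, NF-κB and inflammatory genes, airway secretory, basal, multiciliated, neuroendocrine, intestinal, liver, mesenchymal, endothelial, immune, pluripotency, distal tip, cell cycle and housekeeping genes. The study showed its markers on cultures of this design, so the directions of its 3 marker lists are not independent evidence. Named genes followed a rule fixed in advance: 20 genes chosen from the study and its lineages, up to 3 members of each list with the largest absolute log2 ratio among those with at least 100 counts in 1 of the 2 libraries and an interval that excluded no difference, and the 5 genes with the highest and the 5 with the lowest ratio among autosomal genes with at least 20 CPM in the higher library and a peak in both. Some of these genes, and a motif, are not reported here. Not every gene that the rule allows is named. ITGB4 and EMP2 entered by the list rule. Regions followed the same plan, with the peak of most counts at the 5-prime end of each fixed gene.

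For motifs, regions open in at least 10% of cells of 1 of the 2 libraries with a log2 ratio of CPM above 0.5 formed a set, which are the study's size limits without its p-value over cells. The share of a set with a consensus sequence in the central 200 bp was divided by the share expected from the other regions of the same strata of GC content, width and mean CPM, with 5 strata each, and of promoter overlap. The other regions include those that differ in the opposite direction, so a ratio below 1 in one direction can mirror a ratio above 1 in the other. There were 27 consensus sequences, 3 of them shuffled forms of AP-1, TEAD and FOX. A consensus is shorter and less specific than the position matrices the study used.

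Cells were clustered within each library with latent semantic indexing of peaks seen in at least 1% of cells, 30 components, 20 neighbours and the Leiden method at a resolution of 0.6. A cluster of at least 1% of cells took the name of the class with the highest median log2 ratio of marker windows against the rest of its library, among 12 classes of markers fixed in advance (14 markers for PNEC-like). The median had to reach 0.5, at least 3 markers had to exceed 0.5, and no other class could have more of its markers among the 10 leading genes. These bounds were set after clusters had been seen. A median of 1 was used first and was lowered to 0.5 after it left out the cluster of DCIK+3i with a PNEC-like median of 0.92, and the condition of 3 markers was added after a small cluster of DCI+LATS-IN-1 had passed on fewer markers of immune cells. Shares under both bounds are given. The clusters not considered because of their size held 4.16% of cells in DCIK+3i, 6.93% in DCI+LATS-IN-1 and 8.45% in PAL. Names were rebuilt here from accessibility alone, whereas the study transferred labels from expression data, so differences from the study's cell types can come from the naming. To compare the PNEC-like shares, clusters were also drawn without the peaks in the windows of PNEC markers.

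The joint space held 5000 cells of each library, drawn with a fixed seed. Peak overlap needed at least 1 bp. Alternatives planned before the data were examined were promoter windows, median-of-ratios scaling, cells with a count in place of summed counts, no minimum count, regions with a peak in all 3 libraries, a stricter cell minimum, larger size limits, regions with a peak in both libraries, whole regions, no minimum share of cells, reciprocal overlap of 50%, the 100000 strongest peaks, other clustering resolutions, fewer components, thinned cells and no high-count cells. Others were added after the data were seen and are named with their values.

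The gene, motif and cluster steps were tested on simulated data. For PAL against DCIK+3i, 99% of genes changed 1.5-fold and 99% of genes changed 3-fold among 18372 were recovered beyond 0.5 in the right direction, and 0.088% of unchanged genes lay beyond it. For DCI+LATS-IN-1 against DCIK+3i these were 96%, 100% and 0.209%, and for PAL against DCI+LATS-IN-1 98%, 100% and 0.0936%. Intervals held the true ratio for 95.2%, 95.0% and 95.2% of genes in these 3 comparisons. Of 100 lists of unchanged genes, 3, 4 and 4 lay outside the central 95%. These gene and list rates cover counting error only. Differences between libraries of the same medium are not in them, because each medium had 1 library. In 50000 simulated regions a site planted at 2 times its share gave a ratio of 2.00, and a site that only followed GC content gave 1.02. In simulated cells 100% of planted cells fell in 1 cluster, but 4 clusters were found where only 2 kinds of cell had been simulated, so a number of clusters is not a number of cell types.

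The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, with samtools 1.23.1 and bedtools 2.31.1. The genome sequence was hg38, the build named in the submitters' processing notes. The authors used another release of the GENCODE annotation, which can shift gene windows.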

Results

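Chromatin accessibility was measured by single-cell ATAC-seq (scATAC-seq), in which the Tn5 transposase cuts open DNA and each cell's fragments carry their own barcode, in alveolar epithelial cells made from the human iPSC line B2-3. Sorted lung progenitor cells were grown on micro-patterned plates, whose small round attachment areas hold 1 colony each, in DCIK+3i medium, which contains the growth factor KGF, the Wnt agonist CHIR99021, the TGF-β receptor inhibitor SB431542 and the ROCK inhibitor Y27632. The cultures were then split over 3 media until day 14. DCIK+3i was kept on to maintain alveolar type 2 (AT2) cells, DCI with LATS-IN-1, an inhibitor of the Hippo kinases LATS1 and LATS2, was used to obtain alveolar type 1 (AT1) cells, and PAL, a medium for airway epithelium, was used to obtain cells in the alveolar transitional cell state (ATCS). By the paper's methods, LATS-IN-1 was in DCI only for the last days before day 14, and PAL held the compound DAPT after its first days. Each medium was represented by 1 library, so no difference below has a replicate check, and an effect of the medium cannot be told apart from a difference between single libraries. All intervals are 95% intervals and cover counting error only.

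The DCIK+3i library held 6365 cells and 198663485 counts in 321123 peaks, with a median of 27826 counts per cell. The DCI+LATS-IN-1 library held 9921 cells and 209141868 counts in 337719 peaks, with a median of 18033 counts per cell. The PAL library held 9883 cells and 277623214 counts in 347841 peaks, with a median of 25728 counts per cell. Promoter windows took 30.03% of counts in DCIK+3i, 24.67% in DCI+LATS-IN-1 and 32.39% in PAL. Summed over a library, these depths gave narrow intervals for single genes, but the number of libraries, not the depth, sets how far the values reach.

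The first question was which chromatin opened and closed when PAL replaced DCIK+3i. In the PAL library the surfactant genes SFTPB and SFTPA1 were less open: the window of SFTPB, which encodes surfactant protein B, held 3.22 CPM (counts scaled to a common library total) against 101 CPM in DCIK+3i. Some genes of the transitional state and of basal epithelium were more open, among them MMP7, a matrix metalloproteinase, with 5.67 against 1.33 CPM, and KRT17, a keratin of basal and transitional cells, with 19.6 against 5.99 CPM. Relative to matched regions, sites for AP-1 and for p53/p63 were enriched in the regions that were more open in PAL, and sites for NKX2-1, the lung lineage factor, in the regions that were less open.

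The median of all 18372 measured genes was higher in PAL than in DCIK+3i by a log2 ratio of 0.10, so gene and list values are given relative to it. The 7 AT2 markers used by the study had a median log2 ratio of -1.49 (on the unadjusted CPM scale -1.39, interval -1.43 to -1.35), below each of 10000 random lists of genes matched on CPM. At promoter windows their median was -0.74 relative to the median promoter. It was -0.78 from the number of cells with a count, and -2.30 on the CPM scale without regions at the 5-prime end of another gene. Over genes, 5 of the 7 markers lay more than 0.5 below the median gene. SFTPB had a log2 ratio of -5.07 (interval -5.17 to -4.97), SFTPA1, which encodes surfactant protein A1, had -2.77 (interval -2.91 to -2.64), NAPSA, an aspartic protease of AT2 cells, had -2.40 (interval -2.48 to -2.33) and LAMP3, a protein of lamellar bodies, had -1.49. In SFTPC and NKX2-1, 85.6% and 93.0% of the window's counts lay at the 5-prime end of another gene, so their log2 ratios of -0.43 and -0.45 cannot be credited to these genes alone. The 14 other AT2 markers had a median of -0.04 (percentile 27.78). Of these, 4 lay more than 0.5 below the median gene, 1 more than 0.5 above it and 9 within 0.5 of it. Among the lower ones the gastric and AT2 protease precursor PGC had -3.17, SFTPA2 -1.22 and the Wnt antagonist WIF1 -1.19. The gene for the cytokine GM-CSF, CSF2, which macrophages need to clear surfactant, was among the 5 genes with the lowest ratios, at 5.32 against 66.9 CPM (log2 ratio -3.76).

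The 13 ATCS markers of the study had a median log2 ratio of 0.17 (on the CPM scale 0.28, interval 0.25 to 0.32), at percentile 96.5 of the matched random lists. Within the list 4 genes lay more than 0.5 above the median gene and 3 more than 0.5 below it, so the list was divided. The higher members included MMP7 at 1.99 (interval 1.80 to 2.18), KRT17 at 1.61 (interval 1.52 to 1.70), CDKN2A, a gene of senescence, at 1.14 (interval 1.09 to 1.19) and TP63, the basal cell regulator, at 0.80. COL1A1 had 0.50, SFN 0.24 and ICAM1 -0.18 over the gene and 0.37 at its promoter, and the integrin subunit ITGB6 lay at -0.95. The 17 other transitional markers had a median of 0.03 at percentile 81.05, with 3 more than 0.5 above the median gene and 2 more than 0.5 below it. The laminin receptor subunit ITGB4 had 0.65, the cell cycle inhibitor CDKN1A 0.55 and TNC -0.74.

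The 9 basal cell markers stood highest of the fixed lists in this comparison, with a median of 0.80 at percentile 99.995. DSG3, a desmosomal cadherin, had 9.55 against 1.14 CPM (log2 ratio 2.96), and KRT5 had 10.8 against 3.05 CPM (log2 ratio 1.72). COL7A1, the anchoring fibril collagen beneath basal cells, had 12.0 against 1.19 CPM (log2 ratio 3.23, interval 3.04 to 3.43). It belonged to the list of 22 matrix and TGF-β genes, whose median was 0.18 at percentile 99.7. Of these 22 genes, 5 lay more than 0.5 above the median gene and 4 more than 0.5 below it, so this list was divided too. SB431542, the TGF-β receptor inhibitor in DCIK+3i, was not added to PAL, and an effect of its absence was not tested. The p53 targets had a median of 0.16 (percentile 98.7), with 2 of 19 genes more than 0.5 above the median gene. The 9 AP-1 family genes had 0.31 (percentile 99.4) over genes and 0.13 at promoter windows. Of these genes 2 lay more than 0.5 above the median gene, JUNB at 0.64 and FOSB at 0.54, and 7 lay within 0.5 of it. The NF-κB and inflammatory genes had 0.20 (percentile 81.0), with the chemokine CCL20 at 2.95 and IL1B at 1.76.

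Wnt targets had a lower median in PAL, at -0.40 (percentile 0.22) over genes and -0.12 at promoter windows. Of the 11 genes, 5 lay more than 0.5 below the median gene and 6 within 0.5 of it. CHIR99021 was not added to PAL, and an effect of its absence was not tested. The ubiquitin ligase gene ZNRF3 had -1.01, NKD1 -0.93 and AXIN2 -0.75, although the promoter windows of these 3 genes had 0.27, -0.08 and -0.12. Notch targets had a median of -0.38 (percentile 1.46), with HES5 at -1.25 and HES1 at -0.61. Of the 6 Notch targets, 3 lay more than 0.5 below the median gene, 1 more than 0.5 above it and 2 within 0.5 of it. PAL held DAPT after its first days, and an effect of DAPT on these genes was not tested. Cell cycle genes had -0.29 (percentile 0.84), including TOP2A at -0.78 and AURKB at -0.77. The 15 airway secretory genes had -0.19 (percentile 7.4) over genes and -0.34 at promoter windows. Of these genes 4 lay more than 0.5 above the median gene and 6 more than 0.5 below it. Glucocorticoid targets had -0.32 (percentile 7.78), with ZBTB16 at -0.96, cAMP targets had -0.28 (percentile 7.05) and -0.042 at their promoter windows, and the housekeeping genes had -0.01. The AT1 markers of the study had -0.20 (percentile 10.65) but 0.26 at their promoter windows, and the other AT1 markers 0.21 (percentile 99.4), where CAV2 had 1.37 and HOPX -1.12.

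Positions and CPM of single peaks, here and below, are those of regions merged over the 3 libraries. The peak with the most counts at the 5-prime end of SFTPB lay on chromosome 2 from 85667887 to 85668935 (hg38), with its midpoint in an intron of SFTPB. It held 1.24 CPM in PAL, 29.1 CPM in DCI+LATS-IN-1 and 79.2 CPM in DCIK+3i. The MMP7 peak on chromosome 11 from 102530356 to 102530989, centred on a coding exon, held 4.47 CPM in PAL and 0.569 CPM in DCIK+3i. The CDKN2A peak on chromosome 9 from 21993839 to 21996157, centred on a UTR, held 31.1 and 12.2 CPM. The TP63 peak on chromosome 3 from 189630693 to 189631738, in intergenic sequence next to the gene, held 2.87 CPM in PAL, while no peak was called there in DCIK+3i.

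**Figure D1:**
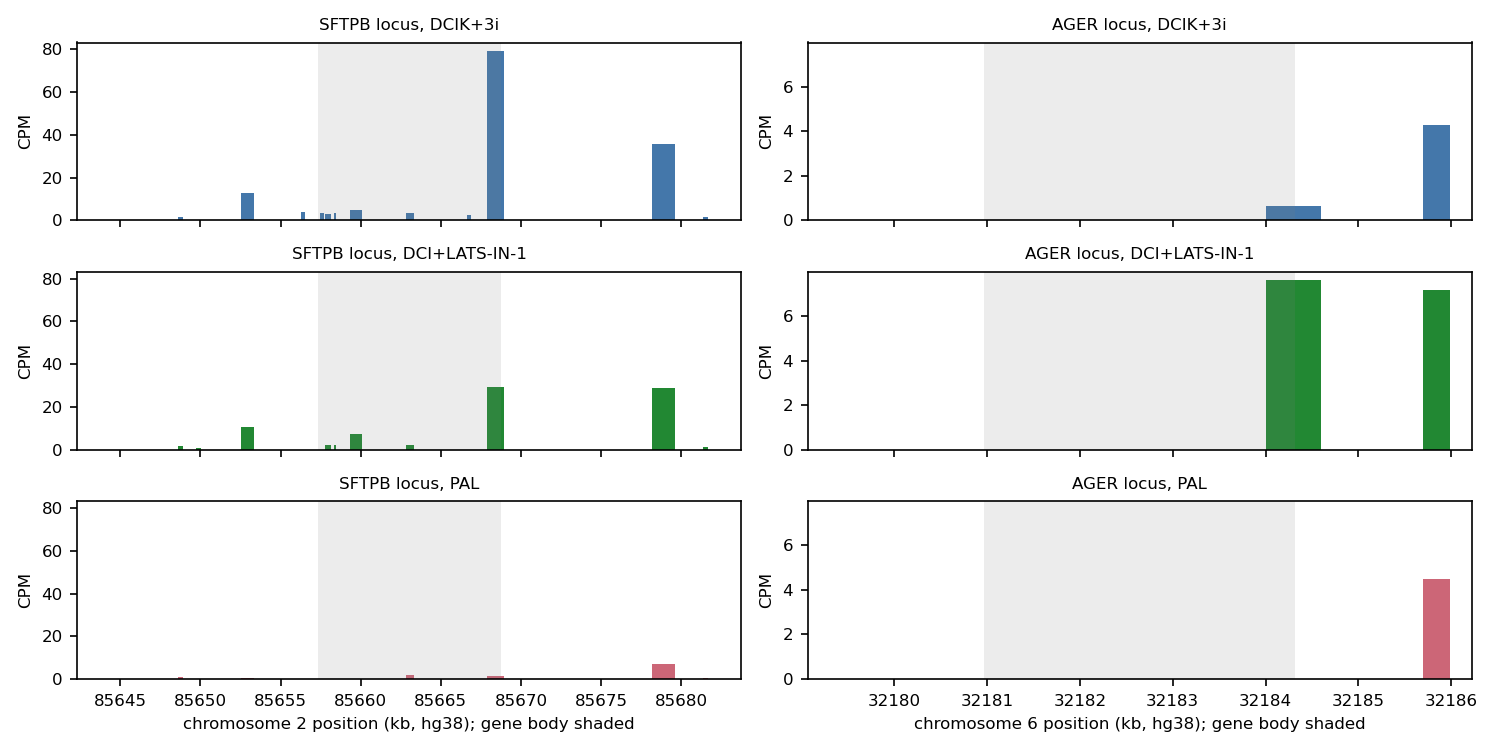
Merged peak regions at SFTPB and AGER in the 3 libraries, with hg38 position on the horizontal and CPM per region on the vertical axis. Each bar is 1 region merged over the libraries and drawn to its width, and the gene body is shaded. The peak at the 5-prime end of SFTPB stands at 79.2 CPM in DCIK+3i, 29.1 CPM in DCI+LATS-IN-1 and 1.24 CPM in PAL, and the peak at the 5-prime end of AGER is highest in DCI+LATS-IN-1, at 7.60 CPM.

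Regions open in at least 10% of cells of PAL or DCIK+3i numbered 61950, of which 17550 had a log2 ratio above 0.5 in favour of PAL and 20463 in favour of DCIK+3i. The AP-1 consensus TGASTCA lay in the central 200 bp of 18.7% of the regions higher in PAL, against 5.41% in other regions of the same GC content, width, promoter class and accessibility, a ratio of 3.46 (interval 3.35 to 3.57). In the regions lower in PAL the share was 5.45%, close to that background, so the ratio of 0.31 there reflects a comparison set that includes the regions higher in PAL and is not separate evidence. The p53/p63 site lay in only 0.644% of the higher regions, 113 of the 17534 that had matched regions, with a ratio of 6.26 (interval 5.16 to 7.52). In the same regions the ratio was 3.40 (interval 2.66 to 4.27) for the SMAD palindrome and 1.44 for TEAD (interval 1.384 to 1.501). The NKX2-1 site had 2.22 (interval 2.105 to 2.345) in the lower regions, as against 0.532 in the higher ones, and the C/EBP site had 1.85 (interval 1.44 to 2.34). The TCF/LEF site, read by the effectors of Wnt signalling, had 1.85 (interval 1.61 to 2.11) in the lower regions. An AP-1 sequence with its bases shuffled had a ratio of 1.189 (interval 1.1003 to 1.283) in the higher regions. Read over whole regions, the ratio of AP-1 itself there was 2.29.

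**Figure D2:**
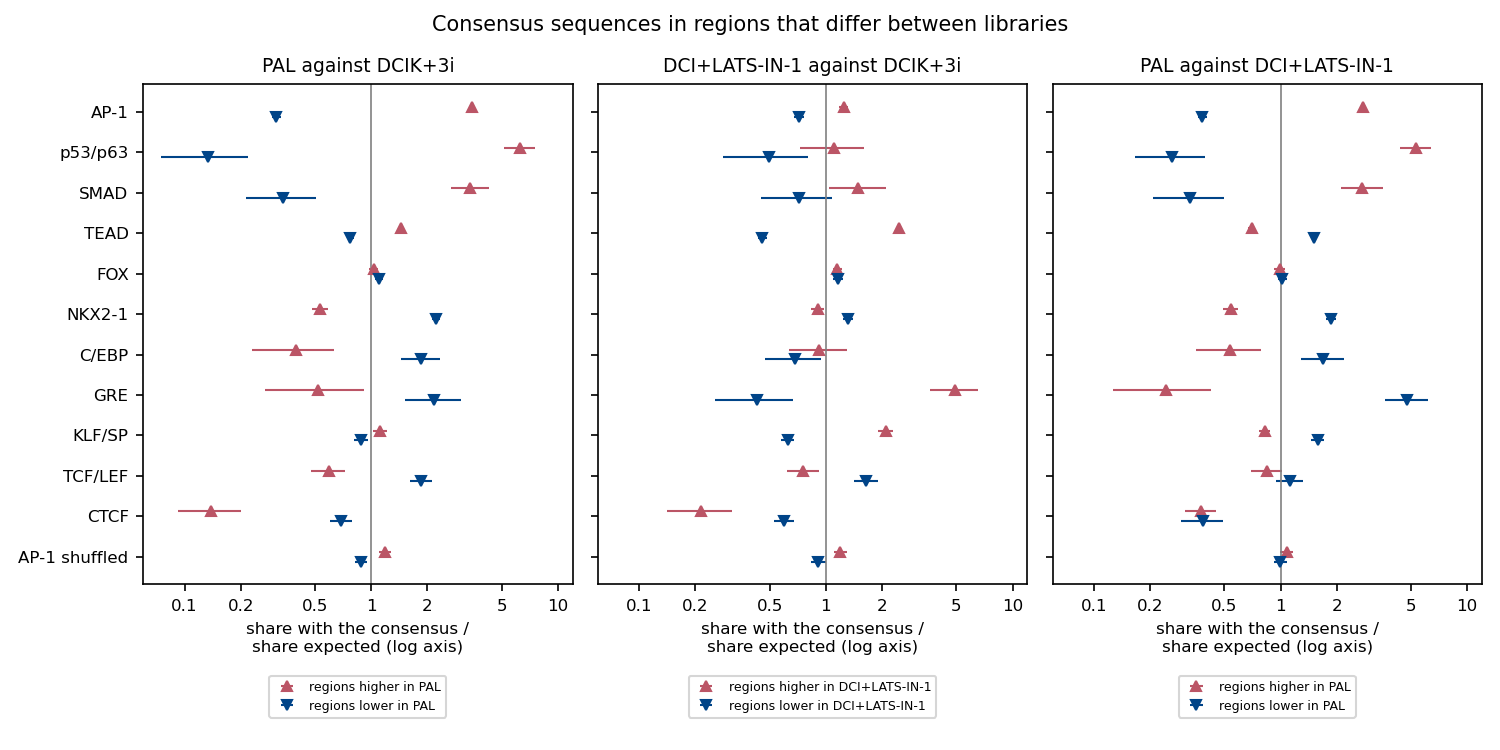
Ratio of the share of regions with each consensus to the share in matched regions, on a log axis, for regions higher and lower in the first library of each comparison; bars are 95% intervals for counting error. AP-1 stands at 3.46 and p53/p63 at 6.26 in the regions higher in PAL than in DCIK+3i, and TEAD stands at 2.47 in the regions higher in DCI+LATS-IN-1 than in DCIK+3i.

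The second question was what the LATS inhibitor medium opened and closed in place of DCIK+3i. AT1 genes were more open in the DCI+LATS-IN-1 library. AGER, the receptor that marks the AT1 membrane, had 14.8 against 4.96 CPM, and CAV1 and CAV2, which encode caveolins, had 67.6 against 33.9 CPM and 181 against 54.3 CPM. The surfactant genes SFTPA1 and SFTPB were less open. The lists of Wnt targets and of distal lung tip genes had lower medians, with the tip gene SOX9 at 12.3 against 32.3 CPM. TEAD sites, read by the partners of YAP, were enriched in the regions that were more open.

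The median of all genes was lower in DCI+LATS-IN-1 than in DCIK+3i by -0.21 on the log2 scale, and values are again relative to it. The 6 AT1 markers of the study had a median of 1.07 (on the CPM scale 0.85, interval 0.82 to 0.88), above all 10000 matched lists, with 5 of the 6 more than 0.5 above the median gene. AGER had a log2 ratio of 1.79 (interval 1.68 to 1.89) and 3.84 at its promoter. CLIC5, a chloride channel protein of AT1 cells, had 1.72 over the gene and 0.32 at its promoter, and CAV1 had 1.21 (interval 1.17 to 1.25). The peak with the most counts at the CLIC5 promoter held only 0.301 CPM in DCI+LATS-IN-1 and 0.302 CPM in DCIK+3i. The promoter ratio of CLIC5 therefore rests on few counts. The promoter windows of the 6 markers had a median of 0.42 relative to the median promoter. On the CPM scale it was 0.10, against 0.85 over genes. The 14 other AT1 markers had 0.34 (percentile 98.4), with CAV2 at 1.95 (interval 1.92 to 1.99) and SPOCK2 at 1.28.

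YAP and TEAD targets had a median of 0.38 (percentile 99.75), and their promoter windows 0.02. ANKRD1, a repeat protein induced by YAP, had 99.1 against 35.8 CPM (log2 ratio 1.68, interval 1.64 to 1.72), while CCN1 had 1.32 over the gene and 0.24 at its promoter. FOXF2 lay at -1.24. ATCS markers of the study also stood high, with a median of 0.31 at percentile 98.1, where MMP7 had 2.02 over the gene and 0.85 at its promoter, ICAM1, a marker the study used to isolate its ATCS cells, 1.33 over the gene and 0.51 at its promoter, and KRT17 1.04 (interval 0.94 to 1.15), and CDKN2A had 0.04. Glucocorticoid targets had 0.31 (percentile 74.9), with DUSP1 at 0.66 and ZBTB16 at 0.61.

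The AT2 markers of the study had a median of -0.61 (on the CPM scale -0.83, interval -0.88 to -0.77), below all matched lists, and -0.23 at their promoter windows. The median over genes is the value of SFTPC, which cannot be credited to that gene alone, and without regions at the 5-prime end of another gene the median was -1.23 on the CPM scale. SFTPA1 had -2.27 (interval -2.41 to -2.12), NAPSA -1.07 and SFTPB -1.01 (interval -1.05 to -0.98), and LAMP3 had 0.01. The 14 other AT2 markers did not follow, with a median of 0.14 (percentile 94.2) over genes and -0.077 at promoter windows. Of these, 6 lay more than 0.5 above the median gene, led by DMBT1 at 0.95, and 1 more than 0.5 below it. The latter was the transcription factor gene CEBPA at -0.62, which is named here after its value was seen. Distal tip genes had -1.18, below all matched lists, with the calcium sensor gene TESC at -1.55, the FGF-induced factor ETV4 at -1.29 (interval -1.32 to -1.25) and SOX9 at -1.18. This medium lacked KGF, CHIR99021, SB431542 and Y27632 and held LATS-IN-1, and an effect of any single factor was not tested. Wnt targets had -0.47 (percentile 0.01). Of the 11 genes, 3 lay more than 0.5 below the median gene, and 8 lay within 0.5 of it. The 3 lower genes were SP5 at -1.71 (interval -1.79 to -1.63), NKD1 at -1.47 and APCDD1 at -0.65. Notch targets had -0.34 (percentile 2.24), with HES1 at -0.53.

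The peak at the 5-prime end of AGER lay on chromosome 6 from 32184006 to 32184594, centred on the UTR, and held 7.60 CPM in DCI+LATS-IN-1 and 0.664 CPM in DCIK+3i, while no peak was called there in PAL. The CAV1 peak on chromosome 7 from 116524364 to 116526829, also centred on a UTR, held 60.8 CPM against 28.8 CPM. Of 56587 regions open in at least 10% of cells of either library, 13244 were higher and 19831 lower in DCI+LATS-IN-1 by more than 0.5 on the CPM scale. The median shared region stood at -0.29. Relative to it, a scale added after the data were seen, 15941 higher and 12317 lower regions had matched regions. Which of the 2 sets was larger therefore depended on the scaling. In the sets on the CPM scale the TEAD site had a ratio of 2.47 (interval 2.39 to 2.56) in the higher regions and 0.457 in the lower ones. The FOX site had 1.16 (interval 1.09 to 1.23) in the lower regions and 1.15 (interval 1.09 to 1.22) in the higher ones, and read over whole regions the first of these became 0.996. The TCF/LEF site had 1.65 (interval 1.42 to 1.91) in the lower regions, and AP-1 had 1.24 in the higher regions beside 1.195 for its shuffled form.

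**Figure D3:**
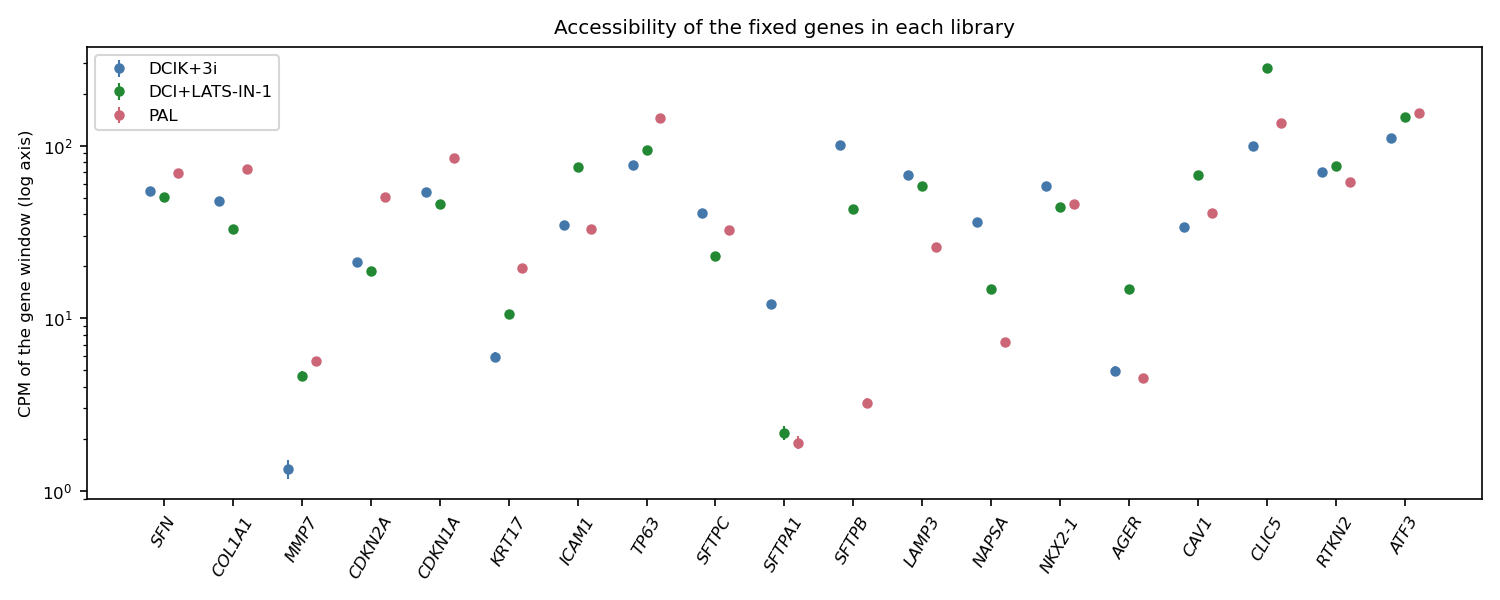
CPM of the gene window, on a log axis, for genes fixed in advance in each of the 3 libraries, with bars for the 95% counting interval. SFTPB stands at 3.22 CPM in PAL and 101 CPM in DCIK+3i, and AGER is highest in DCI+LATS-IN-1.

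The third comparison set the 2 differentiation media against each other, PAL against DCI+LATS-IN-1. AT1 genes were less open in PAL, with AGER at 4.49 against 14.8 CPM and CAV1 at 40.5 against 67.6 CPM, and so was SFTPB, at 3.22 against 42.9 CPM. Of 5 distal tip genes, 3 lay more than 0.5 above the median gene in PAL, among them ETV4 at 120 against 50.7 CPM. The other 2 lay within 0.5 of it, and Wnt targets were divided. CDKN2A was more open in PAL, at 50.1 against 18.7 CPM, but the ATCS markers as a list did not separate these libraries.

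Relative to the median of all genes, which was higher in PAL by 0.30, the AT1 markers of the study had a median of -1.08 (on the CPM scale -0.78, interval -0.81 to -0.75) at percentile 0.02. AGER had -2.02 (interval -2.12 to -1.93), EMP2 -1.11 and CAV1 -1.04 (interval -1.08 to -1.01). CLIC5 had -1.36 over the gene and 1.16 at its promoter. The peak with the most counts there held only 0.641 CPM in PAL and 0.301 CPM in DCI+LATS-IN-1. This promoter ratio therefore rests on few counts. The promoter windows of the 6 markers had a median of -0.50 relative to the median promoter and of -0.039 on the CPM scale. The other AT1 markers had -0.60 (percentile 0.13), but their promoter windows had 0.08. YAP and TEAD targets had -0.58 (percentile 0.09), including ANKRD1 at -1.46 (interval -1.496 to -1.431), and AXL, a receptor tyrosine kinase, at 0.98 in the other direction, and their promoter windows had 0.15. ATCS markers of the study had a median of 0.29 on the CPM scale (interval 0.17 to 0.40) and -0.01 relative to the median gene. Of its members CDKN2A had 1.12 (interval 1.07 to 1.17), COL1A1 0.84, ICAM1 -1.49 over the gene and -0.15 at its promoter, and MMP7 -0.015 over the gene and 1.98 at its promoter.

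The AT2 markers of the study had -0.49 (percentile 1.54) and -0.13 at their promoter windows, with SFTPB at -4.04 (interval -4.14 to -3.94) and LAMP3 at -1.48, and the other AT2 markers had -0.42 (percentile 0.12) and -0.034 at promoter windows, with PGC at -3.38. Distal tip genes had 0.71 (percentile 99.98), with ETV4 at 0.94 and SOX9 at 0.81, and Wnt targets had 0.32 (percentile 98.01). Of the 11 Wnt targets 3 lay more than 0.5 above the median gene, with SP5 at 1.07, and 2 more than 0.5 below it, AXIN2 at -0.79 and ZNRF3 at -0.71, which are named here after their values were seen. Notch targets had -0.045 (percentile 34.98). AP-1 family genes had 0.40 (percentile 99.97), p53 targets 0.23 (percentile 99.5) over genes but 0.0058 at promoter windows, with 3 of 19 genes more than 0.5 above the median gene and 3 more than 0.5 below it, and basal markers 0.30 (percentile 89.3), where the nerve growth factor receptor gene NGFR had 45.5 against 10.1 CPM (log2 ratio 1.87, interval 1.80 to 1.94). Glucocorticoid targets had -0.67 (percentile 4.80) and neuroendocrine genes -0.49, with NCAM1 at -1.41 and CHGA at 1.47. Airway secretory genes had -0.15 (percentile 5.29) over genes and -0.91 at the promoter windows of the 10 measured there, with SLPI at -4.27, MUC5AC at 2.13 and SCGB3A1 at 2.19, and multiciliated genes had 0.13 (percentile 92.3), with FOXJ1 at 0.85.

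In this comparison 21471 of 56456 regions were higher in PAL and 16800 lower on the CPM scale. The median shared region stood at 0.24. Relative to it, a scale added after the data were seen, 16279 regions higher in PAL had matched regions. The larger number of regions higher in PAL therefore depended on the scaling. In the regions higher in PAL on the CPM scale, the AP-1 site had a ratio of 2.77 (interval 2.68 to 2.87) and the p53/p63 site 5.29 (interval 4.34 to 6.39). Read over whole regions, the AP-1 ratio was 1.80. TEAD had 1.51 (interval 1.46 to 1.56) and NKX2-1 1.86 (interval 1.74 to 1.98) in the lower regions.

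**Figure D4:**
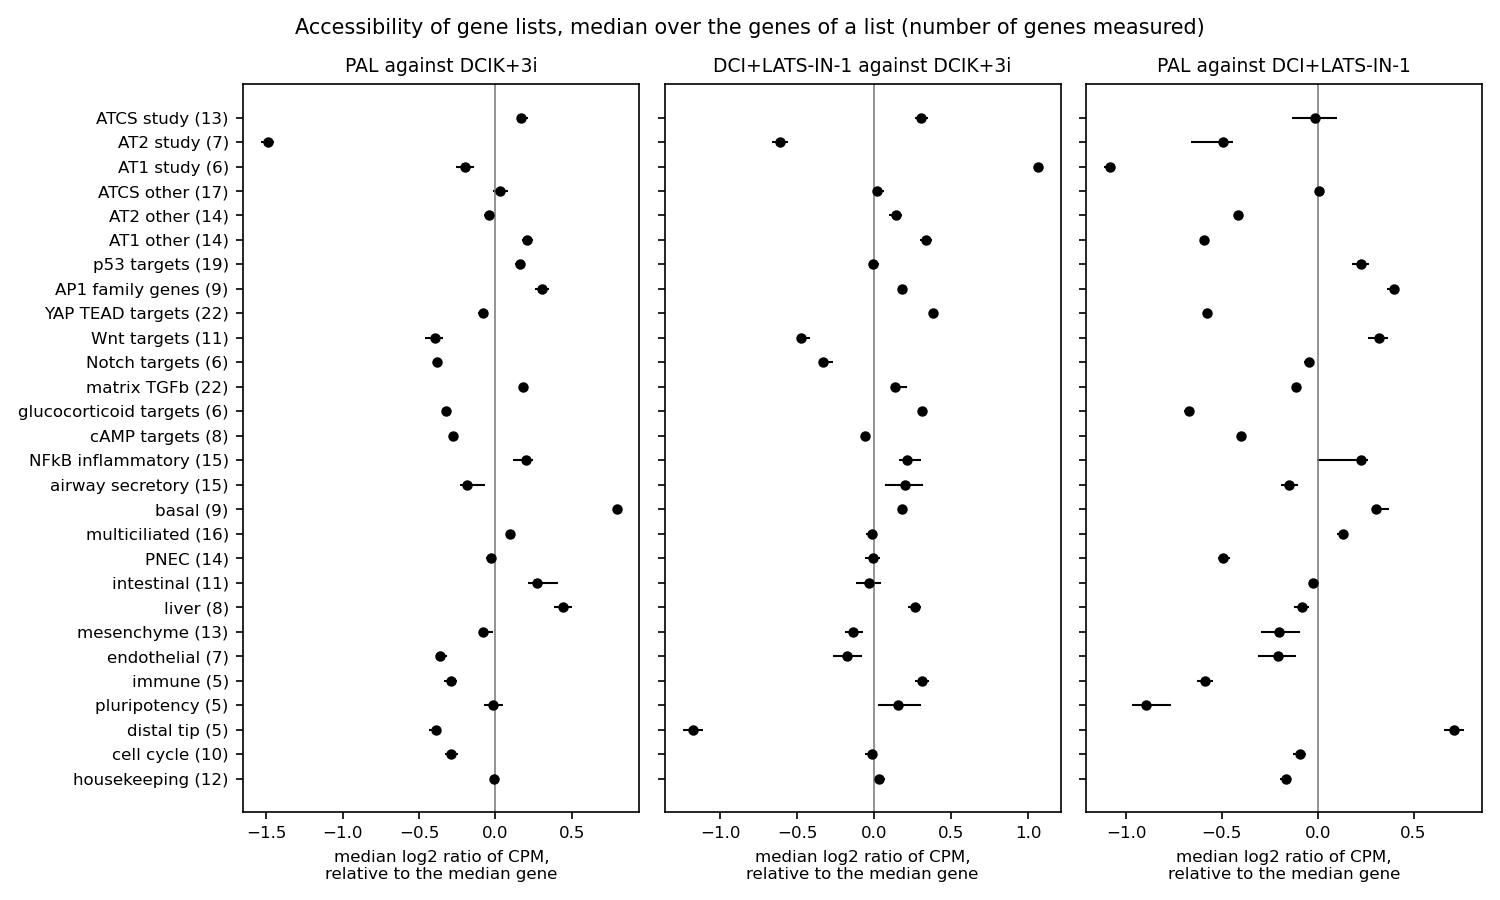
Median log2 ratio of each fixed gene list relative to the median gene in the 3 comparisons, with bars for the 95% counting interval. The AT2 markers of the study stand at -1.49 in PAL against DCIK+3i and the AT1 markers at 1.07 in DCI+LATS-IN-1 against DCIK+3i.

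The peak sets overlapped in part. Of the PAL peaks 62.6% overlapped a DCIK+3i peak, 66.8% overlapped a DCI+LATS-IN-1 peak, and 70.7% of the DCI+LATS-IN-1 peaks overlapped a DCIK+3i peak. Merged over the libraries there were 488602 regions, of which 39.0% carried a peak in all 3 and held 92.9%, 89.9% and 89.1% of the counts of DCIK+3i, DCI+LATS-IN-1 and PAL. When 5000 cells of each library were placed in one space, 98.4% of each cell's 30 nearest neighbours came from its own library, where 33.3% would come from it without separation. Medium and library coincide, so this separation holds both.

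Clusters were drawn within each library and named from markers fixed in advance. No cluster of at least 1% of cells reached the bound for AT2-like, AT1-like or ATCS-like in any library, and no share is given for these classes. Each cluster was scored against the rest of its own library, so a state held by most cells could hardly reach the bound. The lack of these names therefore does not show that these states were absent. Pulmonary neuroendocrine (PNEC)-like clusters were found in each library. They held 207 of 6365 cells (3.25%, interval 2.83 to 3.72) in DCIK+3i, 1443 of 9921 cells (14.5%, interval 13.9 to 15.3) in 3 clusters in DCI+LATS-IN-1, and 208 of 9883 cells (2.105%, interval 1.83 to 2.41) in PAL. The bound of 0.5 on the marker median was set after clusters had been seen. With the bound of 1 that was used first the share was 0% in DCIK+3i (0 of 6365 cells, interval to 0.0579), 10.6% in DCI+LATS-IN-1 and 2.105% in PAL. The largest of the PNEC-like clusters of DCI+LATS-IN-1 had a marker median of 1.80 and also an endothelial marker median of 0.84. Over the whole library the 14 PNEC markers had a median of -0.011 in DCI+LATS-IN-1 against DCIK+3i (percentile 62.9), with 4 of them more than 0.5 above the median gene and 1 more than 0.5 below it, whereas in PAL against DCI+LATS-IN-1 they had -0.49 (percentile 0.17), with 7 more than 0.5 below it and 3 above. Secretory-like clusters passed the bound with medians of 0.57 in DCIK+3i and 0.53 in PAL. Neither these clusters nor 2 of the 3 PNEC-like clusters of DCI+LATS-IN-1, with 855 and 199 cells, had a marker of their class among their 10 leading genes, although 12 of 14 PNEC markers lay above 0.5 in both of the latter and 8 secretory markers in each of the former. The shares of secretory-like cells were not among the planned results and were not compared.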

Values the study reported

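For each culture the study took 100,000 nuclei into the transposition reaction and 20,000 into droplets. It called a peak enriched when it was open in at least 10% of cells of 1 of the groups compared, with an adjusted p-value below 0.05 and a log2 fold change above 0.5.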

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

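The settings of the last paragraph were chosen after the data were seen, and all others were planned except where said. No paired analysis was possible because each medium had 1 library. Of 107 values of 17 results under alternatives, 55 kept their direction and stayed within the counting interval of the reported value. Among these were 9 under the minimum of 5000 counts and 6 without a minimum count that could not differ. No cell and no list member was removed by either setting, so these values show nothing. A further 50 moved outside the interval without reversing, and 2 reversed. The 50 include the PNEC-like share of DCIK+3i, which fell to 0% with a class median of at least 1. The cause was not tested except where the setting itself shows it. The marker lists are named in the order ATCS and AT2 in PAL against DCIK+3i, AT2 and AT1 in DCI+LATS-IN-1 against DCIK+3i, and ATCS and AT1 in PAL against DCI+LATS-IN-1. On promoter windows their medians were 0.35, -0.62, -0.56, 0.10, 0.47 and -0.039, and relative to the median promoter, a scale chosen after the data were seen, 0.22, -0.74, -0.23, 0.42, 0.0054 and -0.50. On both scales the AT2 and AT1 differences were smaller at promoters than over whole genes. With median-of-ratios scaling they were 0.32, -1.34, -0.65, 1.03, 0.16 and -0.91. With the number of cells with a count they were 0.082, -0.78, -0.50, 0.49, 0.028 and -0.48. In regions with a peak in all 3 libraries AT1 in DCI+LATS-IN-1 was 0.66.

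The AP-1 ratio, in PAL against DCIK+3i and then against DCI+LATS-IN-1, was 3.35 and 2.53 at a log2 limit of 1, 2.75 and 1.94 at a limit of 2, 2.29 and 1.80 over whole regions, and 3.31 and 2.62 without a minimum share of cells. It was 3.33 in PAL against DCIK+3i for regions with a peak in both libraries. At the limits of 1 and 2, regions above 0.5 but below the limit counted among the other regions. The lower ratios there therefore do not show fewer AP-1 sites in the regions that differed most. The TEAD ratio in regions higher in DCI+LATS-IN-1 was 1.75 over whole regions and 2.15 without a minimum share of cells. The FOX ratio in regions lower in DCI+LATS-IN-1 was 1.29 at a limit of 1 and reversed to 0.996 over whole regions. With reciprocal overlap the shared peaks were 50.9%, 61.9% and 55.4% for PAL against DCIK+3i, DCI+LATS-IN-1 against DCIK+3i and PAL against DCI+LATS-IN-1, and among the 100000 strongest peaks 65.4% and 72.6% for the first 2 of these. Cells thinned to 10000 counts had 98.5% of neighbours from their own library, with 6051, 7900 and 8757 cells of DCIK+3i, DCI+LATS-IN-1 and PAL deep enough. The PNEC-like share of DCI+LATS-IN-1 was 12.6% at the halved and 12.5% at the doubled resolution. The minimum of 5000 counts removed no cell and tests nothing, and AT2-like, AT1-like and ATCS-like shares had no value under any setting.

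Relative to the median gene the 6 list medians were 0.17, -1.49, -0.61, 1.07, -0.015 and -1.08. Of these, ATCS in PAL against DCI+LATS-IN-1 changed sign and is counted as reversed, but its interval of -0.13 to 0.098 includes no difference. Without regions at the 5-prime end of another gene the AT2 medians were -2.30 in PAL and -1.23 in DCI+LATS-IN-1 against DCIK+3i. Relative to the median region the FOX ratio was 1.28. Among cells with at least 10000 counts the PNEC-like share of DCI+LATS-IN-1 was 16.7%. With a class median of at least 1, the bound used before it was lowered to 0.5, it was 10.6%. That bound gave 0% in DCIK+3i. Without the peaks of the PNEC marker windows the PNEC-like shares stayed within their intervals. The depth leaves little counting error for single genes, and what limits the values is 1 library per medium.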

Other observations

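Of the tests reported here, those of the PNEC-like share, among them the one for doublets and the one without the marker peaks, were chosen after that share was seen, the value of the doublet test had been seen too, and the bound that names a cluster was set after clusters had been seen. Several motifs outside the questions of the study separated the libraries. The glucocorticoid response element, the palindrome bound by the glucocorticoid receptor, had a ratio of 4.92 (interval 3.63 to 6.52) in regions higher in DCI+LATS-IN-1 than in DCIK+3i, and 4.76 (interval 3.61 to 6.17) in regions higher in DCI+LATS-IN-1 than in PAL. In regions higher in PAL than in DCIK+3i it had 0.522, and in regions lower in PAL 2.18 (interval 1.53 to 3.01). The study's methods describe DCI as a mix with dexamethasone, and PAL as a medium with hydrocortisone, so each of the 3 media held a glucocorticoid. The KLF/SP site had 2.09 (interval 1.91 to 2.29) and the STAT site 1.93 (interval 1.65 to 2.26) in regions higher in DCI+LATS-IN-1 than in DCIK+3i.

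Of the lists of other lineages, some lay near an end of their matched random lists, but more did not. Gene windows and promoter windows often disagreed. Liver genes had a median of 0.44 in PAL (percentile 96.4) and 0.26 in DCI+LATS-IN-1 (percentile 98.05) against DCIK+3i, but ALB stood at only 1.95, 2.80 and 0.262 CPM in PAL, DCI+LATS-IN-1 and DCIK+3i. Intestinal genes had 0.27 (percentile 89.95) and -0.03 (percentile 53.405) in these comparisons, with CDH17 at 10.0, 5.85 and 2.43 CPM in the same order. Mesenchymal genes had -0.08 (percentile 18.485) and -0.14 (percentile 43.68), and endothelial genes -0.36 (percentile 1.985) and -0.17 (percentile 18.195). Immune genes had -0.29 (percentile 10.9) and 0.31 (percentile 95.165), and pluripotency genes -0.016 (percentile 34.48) and 0.15 (percentile 84.52). In PAL against DCI+LATS-IN-1 pluripotency genes had -0.90 (percentile 1.86), immune genes -0.59 (percentile 1.985), endothelial genes -0.21 (percentile 9.605), mesenchymal genes -0.20 (percentile 2.625), liver genes -0.084 (percentile 12.55) and intestinal genes -0.023 (percentile 28.995). The lists of immune and pluripotency genes held only 5 genes each. At promoter windows, measured for 6 liver genes, 3 pluripotency genes and only 2 immune genes, the medians in PAL against DCIK+3i, DCI+LATS-IN-1 against DCIK+3i and PAL against DCI+LATS-IN-1 were -0.089, -0.66 and 1.19 for liver, 1.097, -0.50 and 1.02 for pluripotency, 0.045, 0.010 and 0.024 for immune, 0.15, -0.48 and 0.87 for intestinal, -0.30, -0.015 and 0.20 for endothelial and -0.17, -0.33 and -0.11 for mesenchymal genes, so liver and pluripotency genes have no direction that holds in both. The liver and intestinal lists overlap, and lung epithelium opens some of their genes as well.

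AP-1 sites were enriched in the regions higher in PAL than in DCIK+3i. A difference in base composition or width is argued against as the whole of it, since the shuffled AP-1 sequence had a ratio of 1.19 (upper bound 1.28) and AP-1 itself 3.46 (lower bound 3.35). The bound of 1.1 written for the shuffled sequence beforehand was not met, so a small part may come from composition. Peaks called in 1 library only made up 7.01% of the regions higher in PAL, fewer than the 18.7% with the AP-1 site. Leaving them out could hardly have changed the ratio, so its value of 3.33 in regions with a peak in both is not a separate test. A minority of the cells is argued against by the 5 PAL clusters of at least 5% of cells. Their summed CPM over the AP-1 regions exceeded that of DCIK+3i by log2 ratios from 0.79 to 2.16. An effect of the medium on AP-1 binding stays a hypothesis, and a difference between single libraries of another origin was not tested.

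Promoters took a smaller share of the counts in merged regions in DCI+LATS-IN-1, 25.04% against 30.63% in DCIK+3i. Fewer counts per cell are argued against, because within DCI+LATS-IN-1 the fourth of cells with the fewest counts had a promoter share 2.53 percentage points above that of the fourth with the most, where the gap between libraries was 5.58 in the other direction. A loss of signal over background across the whole library cannot be told apart from a shift in some of its cells. The promoter share of its 6 large clusters ran from 19.4% to 31.7%, the latter above the DCIK+3i library, but the clusters of DCIK+3i ran up to 35.0%, which makes the bound set beforehand at the library's own share too low. This share bears on every CPM ratio with DCI+LATS-IN-1, which is why values relative to the median gene are given.

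PNEC-like cells took 14.5% of DCI+LATS-IN-1, a larger share than in the other libraries. Doublets are argued against, since the median count of these cells was 0.849 times that of the library, and depth is argued against because among cells with at least 20000 counts the share was 9.42%, beside 3.30% in DCIK+3i and 2.58% in PAL. Without the peaks in the marker windows the share was 14.5%, so the clusters did not depend on those peaks. These peaks belong to only 14 genes, so leaving them out could hardly move the clusters. The same markers still named the clusters, so naming driven by the markers was not tested. The explanation stays open: a larger neuroendocrine population is a hypothesis found and tested on the same 3 libraries, and the 14 PNEC markers summed over the whole library do not decide it, with a median of -0.011 against DCIK+3i (percentile 62.9), where 4 lay more than 0.5 above the median gene and 1 below, and of -0.49 in PAL against DCI+LATS-IN-1 (percentile 0.17).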
